A study of Homo sapiens with 28 samples. Its data were reported in "Multiple roles of H2A.Z in regulating promoter chromatin architecture in human cells" (2021).

How the data were processed

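mTSS-seq measures nucleosomes by MNase digestion, capture of the DNA around transcription start sites and paired-end sequencing, here with and without immunoprecipitation of H2A.Z. Per the study's methods, the authors trimmed adapters with cutadapt, aligned read pairs to hg19 with Bowtie 2, removed non-unique and unpaired reads with samtools, counted fragment midpoints in 60 bp windows at steps of 10 bp and divided by the library size. Each deposited value is thus in RPM, a fragment (a read pair) counting as 1 read. Replicates were combined by the authors before deposit, so that each of the 14 groups is 1 matrix. Whether duplicate fragments were removed is not stated. The reason why 10.8% of windows, the same in all matrices, are listed as missing is not stated either. They were left out of means, and for clustering they were filled with the mean of the promoter.

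The values above 0 in a matrix were all multiples of 1 step, taken as 0.5 fragments because window edges share a fragment, and this step gave the number of fragments behind each matrix. To count copies, isolated centres were sought, which are runs of at most 7 steps flanked by 6 empty steps on either side, and the number of fragments in each was recorded. Samples were grouped by the labels of state, assay and digestion. Computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, matplotlib 3.10.9 for figures and R 4.3.3 for k-means clustering.

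Occupancy was the mean of the light and heavy matrices. MNase sensitivity was log2((light + p)/(heavy + p)), where p was 0.25 times the mean of the MCF-10A light and heavy matrices of the assay, averaged over promoters after taking logs. The k-means clustering followed the study: the algorithm of Hartigan and Wong with 7 classes on the windows within 500 bp of the TSS in MCF-10A, here with 5 starts and at most 200 iterations, and 3 classes on the windows within 50 bp of the TSS for H2A.Z sensitivity. Class profiles of each state were regressed on those of MCF-10A by ordinary least squares with an intercept. Intervals came from 200 bootstrap draws of promoters at the 95% level. The +1 window comprised the windows within 30 bp of the first maximum downstream of the TSS in mean MCF-10A total occupancy. No p-value is given between states, because a group is 1 pooled matrix.

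Gene families were defined by symbol. The median of each was placed among 10000 random lists of the same size, matched on mean total occupancy in 20 bins. Named promoters were TIMP1, S100A3 and the H2A.Z gene, and for each state the largest rise and the largest fall of total sensitivity within 50 bp of the TSS among promoters with total occupancy there at or above the median. Where a gene had several promoters, that of the highest total occupancy was used. Fragment counts near the TSS were recovered from the depth and rounded to whole numbers, and Clopper-Pearson intervals of the light share were converted to log2 ratios. Copies from amplification are not independent molecules, so these intervals cover counting error only and are too narrow for the light H2A.Z matrices.

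The slope was tested on simulated data. Fragments were drawn for the 21337 real promoters at each matrix's depth, with the mean over states as the true value and copies per fragment drawn from the isolated centres. There were 10 such sets without a difference between states, 3 without copies, and 3 in which all promoters had the same light to heavy ratio at each offset. Since the true values hold noise of their own, the simulated slopes of sensitivity lean towards 1. This noise is common to all simulated states, so simulated correlations and shared classes lean high. In 3 further sets the total sensitivity pattern of shH2A.Z was given a slope of 0.5. Classes from simulated TGF-β matrices recovered 0.488 to 0.496, and classes from simulated MCF-10A matrices 0.384 to 0.391.

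Sequence of hg19 came from GRCh37, in which all 21857 promoters lay within the chromosomes. Of the TSSs, 79.9% were within 50 bp of a GENCODE transcript start of the same strand, and GENCODE v44 lifted to GRCh37 gave the annotation at named TSSs. Block shifts were medians over promoters of the log2 ratio of mean occupancy with 0.1 RPM added, relative to the median of all promoters. GC trends were removed as means of 40 bins.

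The comparisons, the gene families, the rule for named promoters and the following alternatives were chosen before the data were examined: other pseudocounts (0.1 and 1 times the mean), ratios of sums, each matrix scaled to the same total, light or heavy matrices alone, classes from a state outside the comparison (MCF-10CA1a for TGF-β, TGF-β for the others) or from the compared state, 12 classes, a 100 bp window at the TSS, and removal of the 25% of promoters with the lowest mean total occupancy. RNA expression was not analysed here, nor were fragment lengths.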

Results

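The data comprised 28 samples of nucleosomal DNA from MCF-10A cells, an immortalised near-diploid human mammary epithelial line, and from 3 states derived from it. Chromatin was digested with micrococcal nuclease (MNase), which cuts linker DNA and spares DNA held by nucleosomes, and fragments from promoters were enriched by sequence capture around the transcription start site (TSS). Cells were untreated, treated with 5 ng/ml TGF-β for 8 days, replaced by MCF-10CA1a, a metastatic derivative of MCF-10A, or harvested 8 days after sorting for a short hairpin against the histone variant H2A.Z (shH2A.Z). Sorting followed transduction by 2 days. Each state was digested lightly and heavily. Total nucleosomes were measured in all 4 states, and nucleosomes immunoprecipitated for H2A.Z in the states other than shH2A.Z. This gave 14 groups of 2 samples. The authors deposited 1 pooled matrix per group, so no value below has a replicate error and no difference between states could be tested against the spread between replicates. Intervals given for slopes and changes are 95% bootstrap intervals over promoters. They describe the sampling of promoters within these pooled libraries and not the reproducibility of a state.

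Each matrix held 21857 promoters and 200 windows, from 1000 bp upstream to 1000 bp downstream of the TSS in transcript direction. The coordinates are those of hg19. The deposited values were multiples of a fixed step, from which the depth of each matrix followed. Total matrices came from 5113356 to 10827097 fragments after light digestion and from 11920259 to 19271453 after heavy digestion. H2A.Z matrices came from 13742491 to 18217826 fragments after light digestion and from 28857068 to 88594659 after heavy digestion. The share of fragments centred in the promoter windows was 69.6% to 82.6% in the total matrices and 89.4% to 95.2% in the H2A.Z matrices. Signal was present in all 14 matrices at 21337 promoters, which were used throughout. The 520 others included all but 1 of the promoters on chromosome Y.

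Depth did not translate into precision equally in all matrices. In the 3 light H2A.Z matrices, 47.7% to 52.3% of windows were at 0 although the mean window held 19.2 to 25.4 fragments. Isolated fragment centres, with no other centre nearby, carried on average 10.1 to 12.6 fragments in these matrices and 1.21 to 1.75 fragments in the 11 other matrices. A single fragment was found at 22.7% to 34.1% of isolated centres in the former and at 64.9% to 86.6% in the latter. Divided by the mean number per centre, the light H2A.Z matrices amounted to 1355093 to 1664574 separate fragments. The corresponding range in the other matrices was 4182026 to 50746102. If isolated centres stand for the whole matrix, H2A.Z MNase sensitivity is known far less precisely per promoter than the fragment totals state.

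**Figure D1:**
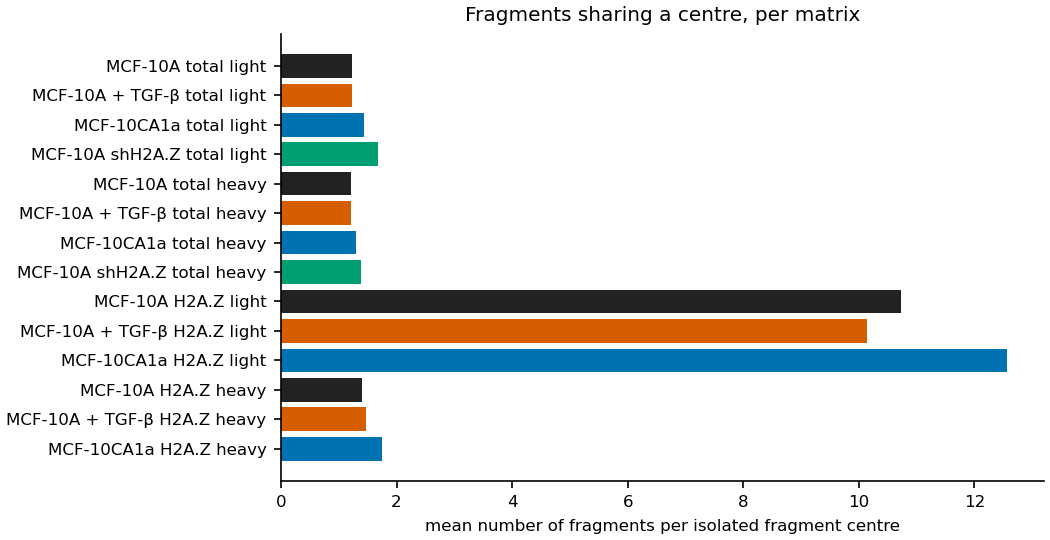
Mean number of fragments per isolated fragment centre (horizontal axis) in each of the 14 pooled matrices (bars, coloured by state). The 3 light H2A.Z matrices lie between 10.1 and 12.6, and all others at or below 1.75.

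The first question was whether nucleosomes keep their positions between states. Occupancy was taken as the mean of the light and heavy matrices in RPM, the deposited unit. Positions are given as the start of the 10 bp step. Averaged over promoters, the maxima of MCF-10A total occupancy nearest the TSS lay at -390, -200, +130 and +350 bp. They are referred to as the -2, -1, +1 and +2 nucleosomes. Higher maxima lay further out, with 1.84 RPM in the step centred at -815 bp and 1.89 RPM in that centred at 835 bp. What shapes these outer heights was not tested. The +1 maximum reached 1.21 RPM and the profile fell to 0.654 at -60 bp. The +1 maximum lay at +130 bp in TGF-β-treated cells and at +140 bp in MCF-10CA1a and shH2A.Z cells, a shift of a single 10 bp step. The -1 and -2 maxima of total occupancy lay at the same step in all 4 states. Occupancy within 50 bp of the TSS was 0.689 RPM in MCF-10A, 0.646 with TGF-β, 0.760 in MCF-10CA1a and 0.820 in shH2A.Z cells. Among the positions named, H2A.Z occupancy in MCF-10A was highest at -200 bp, with 2.84 RPM, against 1.74 at +130 bp and 0.651 within 50 bp of the TSS.

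**Figure D2:**
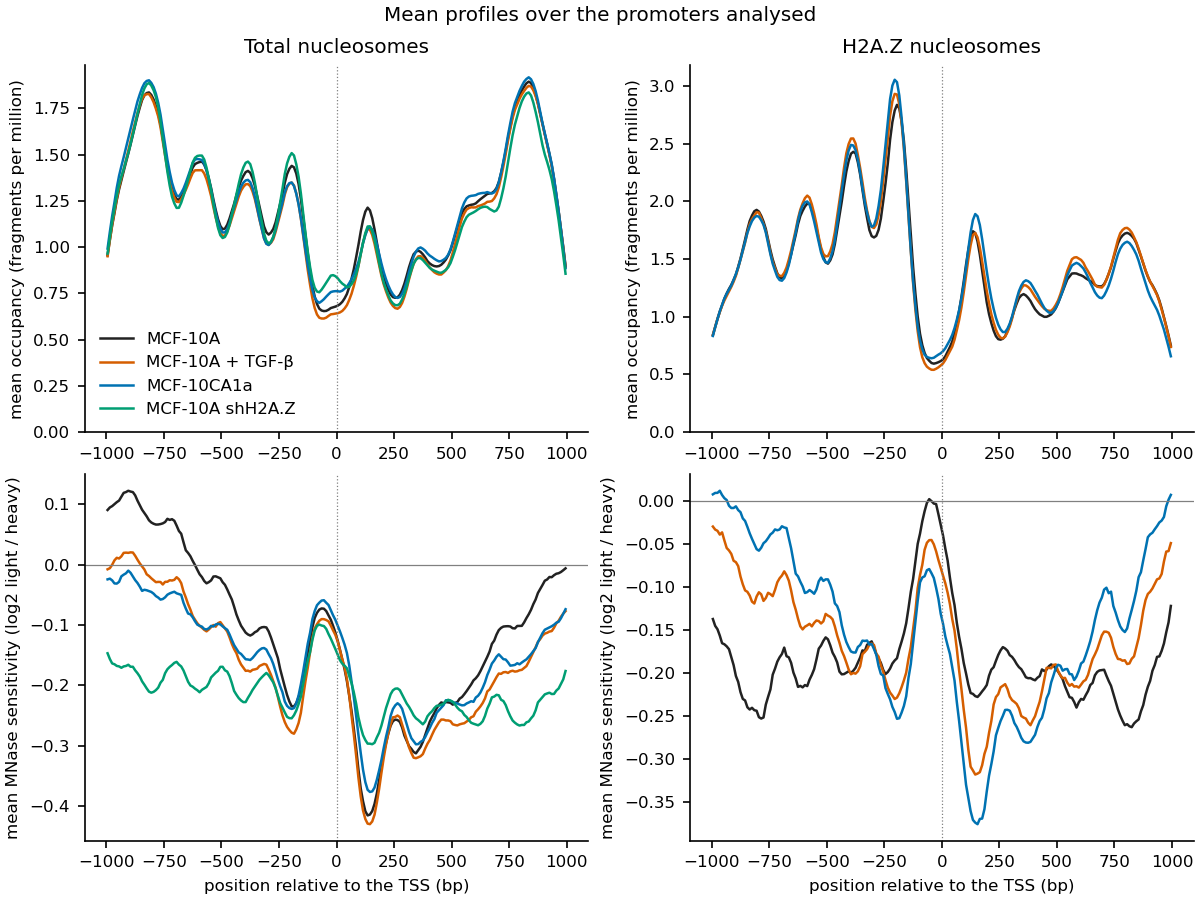
Mean occupancy (top, RPM) and mean MNase sensitivity (bottom, log2 of light over heavy) of total and H2A.Z nucleosomes against position relative to the TSS (bp), each line a state. Total occupancy maxima coincide within 10 bp at -1 and +1, whereas the dip of total sensitivity at +1 runs from -0.29 in shH2A.Z cells to -0.42 with TGF-β.

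To compare whole promoter patterns, MCF-10A promoters were sorted into 7 classes by k-means clustering of the windows within 500 bp of the TSS, and the same classes were applied to the other states. For total occupancy, 10257 promoters (48.1%) formed a class of low occupancy and 6844 (32.1%) a class without a dominant nucleosome. The 5 remaining classes had a single high maximum, at -390 bp in 1061 promoters, at -240 bp in 618, at -180 bp in 682, at +130 bp in 680 and at +370 bp in 1195. In the +130 bp class, that maximum was 9.48 RPM in MCF-10A, 8.11 with TGF-β, 6.98 in MCF-10CA1a and 8.25 in shH2A.Z cells. For H2A.Z occupancy, 15251 promoters (71.5%) formed a low class, and the sharpest class comprised 257 promoters with 49.9 RPM at -200 bp.

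The class profiles of a state were regressed on those of MCF-10A, a slope of 1 standing for the same pattern at the same height. Total occupancy slopes were 0.872 (0.863 to 0.881) with TGF-β, 0.755 (0.741 to 0.768) in MCF-10CA1a and 0.913 (0.898 to 0.924) in shH2A.Z cells, and the class profiles correlated over classes and windows with r from 0.992 to 0.996. H2A.Z occupancy slopes were 0.988 (0.972 to 1.01) with TGF-β and 0.890 (0.862 to 0.921) in MCF-10CA1a. Classes from the compared state itself gave the largest move, to 1.36 for H2A.Z occupancy in MCF-10CA1a. In matrices simulated without any difference between states, at the depth and with the copies per fragment of the real ones, the slopes were 0.971 to 0.992. At single promoters, the median correlation with the MCF-10A profile of total occupancy was 0.922 with TGF-β, 0.875 in MCF-10CA1a and 0.873 in shH2A.Z cells. The simulated medians, which lean high, were 0.917 to 0.922, so the TGF-β value did not lie below them, while the other values did.

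Part of the difference in occupancy between MCF-10CA1a and MCF-10A followed chromosomes. In 300 blocks of 10 Mb with at least 10 promoters each, block medians of the log2 ratio were averaged over the light and heavy total matrices. The standard deviation of these averages over blocks was 0.323 in MCF-10CA1a, 0.068 with TGF-β and 0.076 in shH2A.Z cells. Relative to the median promoter, total occupancy in MCF-10CA1a fell by 0.74 in the light and by 0.65 in the heavy matrix on chromosome 18. On chromosome 20 it rose by 0.45 and 0.47. The last block of chromosome 1, from 240000001 bp, fell by 1.10 and 1.05. Occupancy compared between states carries such shifts. A ratio of light to heavy within a state cancels a shift common to both digests only without a pseudocount. With the fixed pseudocount used here, log ratios lie closer to 0 where occupancy falls and further from 0 where it rises. How far this moved the MCF-10CA1a sensitivity values was not tested.

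**Figure D3:**
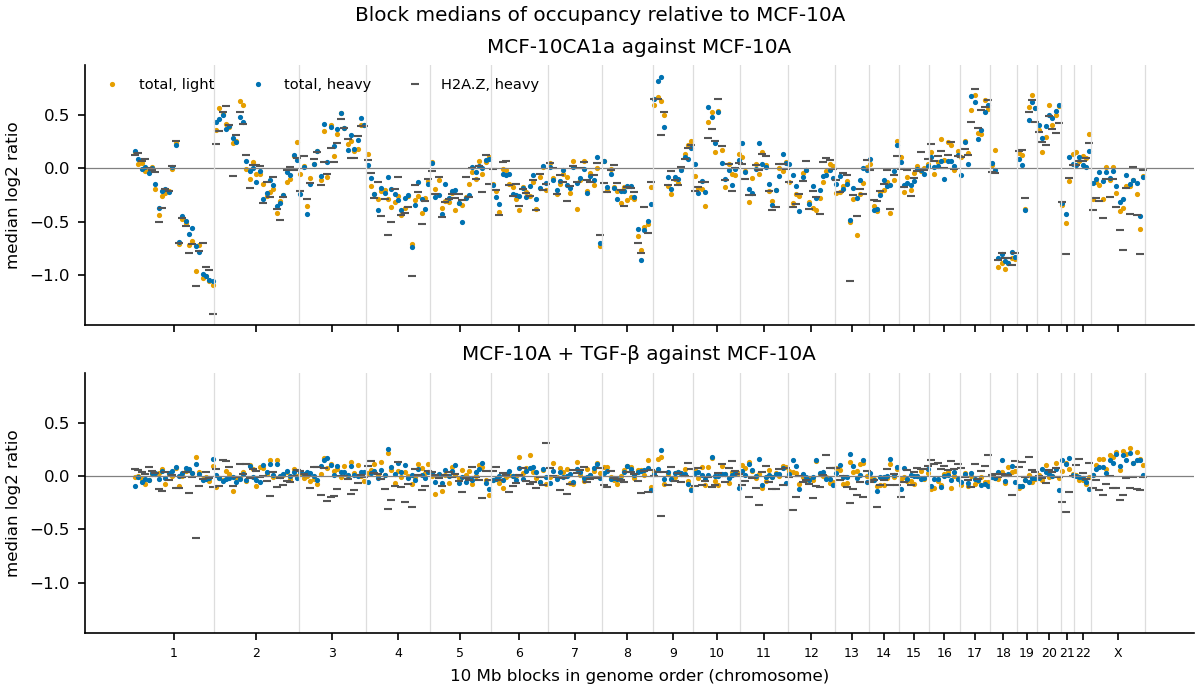
Median log2 ratio of occupancy to MCF-10A (vertical axis) in 10 Mb blocks in genome order (horizontal axis), for MCF-10CA1a and for TGF-β treatment, with light and heavy total matrices and the heavy H2A.Z matrix as separate symbols. In MCF-10CA1a the matrices shift together over runs of neighbouring blocks, down to -1.10 in the light total matrix on chromosome 1. The TGF-β blocks, averaged over the light and heavy total matrices, have a standard deviation of 0.068.

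The next question was whether nucleosomes differ between states in their sensitivity to MNase, given as log2 of the light over the heavy value after adding a pseudocount of 0.304 RPM for total and 0.359 for H2A.Z nucleosomes. Values are on this scale, which understates changes of low windows. A MNase-resistant nucleosome has a low value. In MCF-10A, mean total sensitivity was -0.40 at +1 and -0.13 within 50 bp of the TSS. At +1 the change against MCF-10A was -0.015 (-0.023 to -0.0073) with TGF-β, 0.042 (0.036 to 0.051) in MCF-10CA1a and 0.11 (0.10 to 0.12) in shH2A.Z cells. The log2 ratio of sums over promoters moved the MCF-10CA1a and shH2A.Z changes most, to 0.18 and 0.30, and the smaller pseudocount moved the TGF-β change most, to -0.032. Relative to the change over all windows of the same matrices, the shift at +1 was 0.038, 0.081 and 0.20, with a change of sign for TGF-β. The share of promoters with a higher value than in MCF-10A was 44.1%, 47.6% and 52.3%. At the TSS the changes were -0.0042 (-0.011 to 0.0026), 0.026 (0.020 to 0.033) and -0.017 (-0.023 to -0.010). Relative to the change over all windows they were 0.049, 0.065 and 0.073, so that the signs for TGF-β and shH2A.Z depend on this reference as well. The sign of the shH2A.Z change at the TSS depended on the processing, with 0.022 once each matrix was scaled to the same total, 0.0032 with the smaller pseudocount and 0.0050 from sums over promoters.

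Sorted into 7 classes by total sensitivity in MCF-10A, promoters ranged from a class of 3206 with a mean of 0.49 to a class of 2521 with a mean of -0.76. In shH2A.Z cells the same classes had means of -0.026 and -0.43, in MCF-10CA1a 0.22 and -0.57, and with TGF-β 0.35 and -0.71. The pattern slopes were 0.808 (0.802 to 0.813) with TGF-β, 0.629 (0.624 to 0.634) in MCF-10CA1a and 0.324 (0.318 to 0.328) in shH2A.Z cells. A slope below 1 arises without any difference between states, because classes picked in noisy MCF-10A values select part of that noise. The simulated matrices without a difference gave 0.770 to 0.793. The TGF-β slope lay above this range and the other slopes below it. Simulated without copies of fragments, the slopes were 0.833 to 0.837, and the TGF-β slope lay below them, so that its place depends on the noise assumed. The median correlation of a promoter's total sensitivity profile with that of MCF-10A was 0.407 with TGF-β, 0.354 in MCF-10CA1a and 0.243 in shH2A.Z cells. The simulated ranges with copies were 0.332 to 0.339, 0.327 to 0.333 and 0.338 to 0.345. With TGF-β and in MCF-10CA1a these simulated matrices thus held more noise than the data, and their slopes may be too low a yardstick. When the classes were taken from a state that was not part of the comparison, the slopes became 0.927 (0.917 to 0.934), 0.722 (0.715 to 0.728) and 0.391 (0.383 to 0.396), against 0.987 to 1.01 in the simulated matrices. Thus the weaker total sensitivity pattern of shH2A.Z and MCF-10CA1a cells was present with MCF-10A classes and with those from a state outside the comparison. For TGF-β-treated cells the first choice gave a slope below the simulated range only without copies. The alternative that moved these slopes most took the classes from the compared state itself and gave 1.12, 1.01 and 0.933, the noise of that state then being selected instead.

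**Figure D4:**
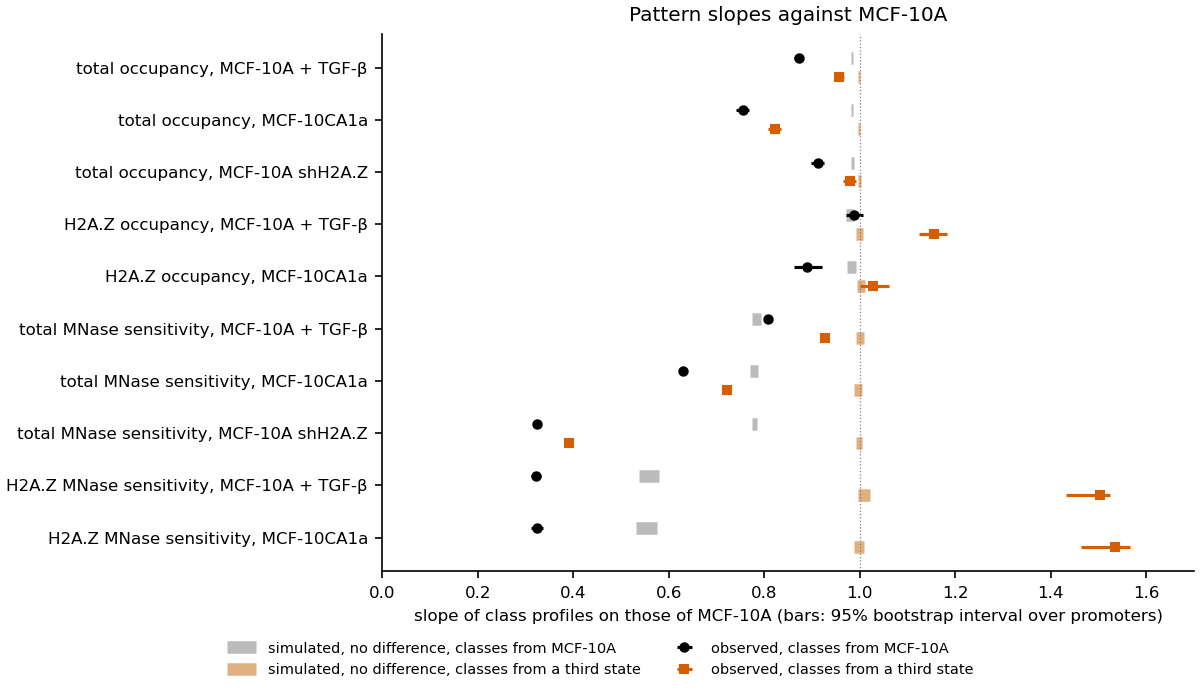
Slopes of class profiles on those of MCF-10A (horizontal axis) for each measure and state, with classes from MCF-10A (circles) or from a state outside the comparison (squares) and 95% bootstrap intervals over promoters. Shaded bars span the slopes of 10 sets simulated without a difference between states. The H2A.Z sensitivity slopes go from 0.322 and 0.324 to 1.50 and 1.53 when the classes change.

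H2A.Z sensitivity gave another result. Its slopes with MCF-10A classes were 0.322 (0.310 to 0.333) with TGF-β and 0.324 (0.311 to 0.336) in MCF-10CA1a. With classes from a state outside the comparison they were 1.50 (1.43 to 1.52) and 1.53 (1.46 to 1.57), so that with these classes the pattern was weaker in MCF-10A than in the compared state. With classes from the compared state itself, the alternative that moved these slopes most, they were 2.58 and 2.79. The direction of the H2A.Z comparison therefore depended on the choice of classes. The simulated matrices without a difference gave 0.531 to 0.580 with MCF-10A classes, 0.929 to 0.932 with these classes and no copies, and 0.988 to 1.02 with the other classes. The median correlation of a promoter's H2A.Z sensitivity profile with that of MCF-10A was 0.099 with TGF-β and 0.11 in MCF-10CA1a. The simulated matrices with copies gave 0.257 to 0.264 and 0.269 to 0.274. These lean high because of the noise in the true values, so the gap is not evidence of a difference between states. At +1, mean H2A.Z sensitivity was -0.22 in MCF-10A and changed by -0.084 (-0.095 to -0.074) with TGF-β and by -0.14 (-0.15 to -0.13) in MCF-10CA1a. At the TSS it was -0.042 and changed by -0.044 (-0.055 to -0.032) and by -0.095 (-0.11 to -0.085).

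Sorted into 3 classes by H2A.Z sensitivity within 50 bp of the TSS in MCF-10A, 3147 promoters (14.7%, Wilson interval 14.3% to 15.2%) fell into the class with the highest values, called sensitive here, and 3763 (17.6%, 17.1% to 18.2%) into that with the lowest, called resistant, with means of 0.94 and -0.88. The remaining 14427 had a mean of -0.038. No light H2A.Z fragment was present at the TSS in 25.5% of the resistant, 46.2% of the remaining and 0% of the sensitive promoters. A low value in the resistant class can therefore reflect missing light fragments in these sparse matrices rather than resistance to MNase. The sensitive share was moved most by leaving out the 25% of promoters with the lowest total occupancy, to 17.4%. The resistant share was moved most by a window of 100 bp on either side of the TSS, to 23.3%, and nearly as far the other way by a pseudocount equal to the mean, to 12%. In TGF-β-treated cells the mean of the sensitive class was -0.018 and that of the resistant class -0.26, and in MCF-10CA1a they were -0.058 and -0.32. Classified anew in each state, 819 of the 3147 sensitive promoters (26%) were sensitive with TGF-β and 901 (28.6%) in MCF-10CA1a, where chance alone gives 13.5% and 15.5%. Nearly as many, 24.8% and 23.5%, fell into the resistant class, where chance gives 17.5% and 18.5%. Matrices simulated without a difference shared 29% to 33.9%. For the resistant class, 37.8% were shared in either state, where chance gives 17.5% and 18.5%, against 52.2% to 56.1% in the simulated matrices. The simulated shares lean high, because all simulated states share the noise held by the true values. They therefore do not show that sharing was lower than noise alone would give. Total sensitivity at the TSS, measured in libraries of its own, was 0.083 in the sensitive class and -0.25 in the resistant class in MCF-10A.

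Families of genes with known activity were compared at +1. The 77 promoters of ribosomal protein genes, taken as active in all cells, had a median total sensitivity at +1 of -0.91 in MCF-10A (-1.12 to -0.66), below all of 10000 random lists matched on total occupancy, the lowest of which was -0.79. The 363 promoters of olfactory receptor genes, taken as silent, had a median of 0.25 (0.20 to 0.34), above all 10000 lists, the highest of which was -0.13. These ranks describe the pooled libraries and are no test. The lists were not matched on GC content, with which MCF-10A sensitivity fell (r across promoters of -0.71). The ranks therefore need not reflect gene activity. Both signs were kept with either other pseudocount and with each matrix scaled to the same total. In shH2A.Z cells the medians were -0.61 and -0.084. The median of the olfactory receptor promoters was 0.094 with TGF-β and 0.063 in MCF-10CA1a, and that of the ribosomal protein promoters -0.99 and -0.66. The pseudocount equal to the mean moved the ribosomal protein median most, to -0.49.

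Single promoters were chosen by the rule given with the processing. The promoter of the H2A.Z gene, listed as H2AFZ (transcript uc003hvo.1), spans 100870513 to 100872512 on chromosome 4, with its TSS at 100871512 on the minus strand in an exon of H2AZ1, another name of the gene. Its total values within 50 bp of the TSS were 0.46 RPM after light and 0.29 after heavy digestion in MCF-10A, and 1.35 and 1.52 in shH2A.Z cells. They rested on only 5 light and 9 heavy fragments in MCF-10A, and on 24 and 40 in shH2A.Z cells. These values are promoter signal and not expression, so the depletion of H2A.Z was not checked with them. That of TIMP1 (uc004dif.3) spans 47440690 to 47442689 on chromosome X, with its TSS at 47441690 on the plus strand in an intron of SYN1, which is annotated on the opposite strand. Its H2A.Z sensitivity at the TSS was 0.65 in MCF-10A, 0.93 with TGF-β and 0.63 in MCF-10CA1a. The light H2A.Z values rested on 35, 22 and 59 fragments, many of which can be copies. Total sensitivity of TIMP1 was -0.12 in MCF-10A, -0.19 with TGF-β, -0.56 in MCF-10CA1a and -0.60 in shH2A.Z cells. The counting intervals without pseudocount were -1.28 to 0.86 in MCF-10A and -1.69 to -0.058 in shH2A.Z cells (exact Clopper-Pearson, counting error only), which overlap. That of S100A3 (uc001fca.1) spans 153520735 to 153522734 on chromosome 1, with its TSS at 153521734 on the minus strand in its own untranslated region and in an intron of S100A4. Total sensitivity there was -0.25 in MCF-10A, -0.40 with TGF-β, -0.52 in MCF-10CA1a and -0.020 in shH2A.Z cells, again with overlapping counting intervals. H2A.Z sensitivity there was -0.64 in MCF-10A, 0.29 with TGF-β and -0.42 in MCF-10CA1a, on 13, 33 and 8 light fragments.

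Among the 10575 promoters considered, 1 per gene and with total occupancy at the TSS above the median, the largest rises of total sensitivity were at ZNF705B with TGF-β (2.25), CMC1 in MCF-10CA1a (2.58) and RRM2B in shH2A.Z cells (2.58). The largest falls were at PLAC1 with TGF-β (-2.34), BPESC1 in MCF-10CA1a (-3.24) and SNORA71B in shH2A.Z cells (-2.69). RRM2B (103250060 to 103252059 on chromosome 8, TSS in a coding exon) rose also with TGF-β (2.04) and in MCF-10CA1a (2.16), because its light value in MCF-10A was 0.043 RPM against 1.57 RPM in the heavy matrix. ZNF705B (7782859 to 7784858 on chromosome 8) rested on 1 light fragment in MCF-10A, with a counting interval of the log2 ratio of -8.08 to -0.032, and on 9 with TGF-β, with 0.45 to 3.58. PLAC1 (133791514 to 133793513 on chromosome X, TSS in an intron) had 2 light fragments with TGF-β, with a counting interval of -4.76 to 0.40. Its interval in MCF-10A was 0.17 to 3.10. CMC1 (28282124 to 28284123 on chromosome 3) had 3 light fragments in MCF-10A, with -4.85 to -0.89, and 17 in MCF-10CA1a, with 0.24 to 2.84. SNORA71B (37052979 to 37054978 on chromosome 20) is a small nucleolar RNA inside an intron of SNHG17. It had 5 light and 53 heavy fragments in shH2A.Z cells, with -4.54 to -1.54 against -0.34 to 1.19 in MCF-10A. The interval of RRM2B lay below -2.23 in MCF-10A and at -0.52 to 1.17 in shH2A.Z cells. As these promoters were picked as extremes, intervals that do not overlap are no test. In matrices simulated without a difference, the largest rises ranged from 2.33 to 3.23 and the largest falls from -3.16 to -2.14. The fall at BPESC1 exceeded its simulated range of -2.78 to -2.34 for MCF-10CA1a, with 4 light and 75 heavy fragments in that state against 33 and 68 in MCF-10A. Its promoter spans 138822027 to 138824026 on chromosome 3, with the TSS in an exon of the noncoding gene BPESC1 and an intron of MRPS22. The signal of BPESC1 varied between libraries. H2A.Z nucleosomes there leaned the other way in MCF-10CA1a, with 23 light and 9 heavy fragments. Total signal there rested on only 4 light and 3 heavy fragments in shH2A.Z cells. The standard deviation of the change at the TSS over these promoters was 0.597 with TGF-β, 0.631 in MCF-10CA1a and 0.678 in shH2A.Z cells. The simulated ranges were 0.635 to 0.643, 0.638 to 0.652 and 0.620 to 0.634, so that the TGF-β and MCF-10CA1a values lay below theirs and the shH2A.Z value above. The simulated matrices thus held more spread than the data for TGF-β and MCF-10CA1a, and their extremes are a wide yardstick. Against it, the changes of these promoters other than BPESC1 did not stand out.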

Values the study reported

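The study reported capture of 2 kb around the TSSs of 21,857 human genes. Capture was reported to enrich H2A.Z at promoters about 18-fold over sequencing of the whole genome. The short hairpin was reported to lower expression of H2A.Z about 8-fold.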

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

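All alternatives were chosen before any result was seen, and no test in this part was added later. Of the recomputed values, 26 stayed within the 95% interval of the reported value, 100 left it with the sign of the reported value or from an interval that includes 0, and 3 changed sign. Sign is taken against 0, and no slope or share fell below 0. Slopes that crossed 1 are therefore not among these 3. The intervals cover the sampling of promoters only and are narrow, so that leaving them is a low bar. The 3 changes of sign all concern total sensitivity at the TSS in shH2A.Z cells, whose direction is therefore not established. The TGF-β change there, whose interval includes 0, became 0.015 from ratios of sums and 0.0032 with matrices scaled to the same total. Its direction is not established either. Alternatives that keep MCF-10A classes give sensitivity slopes below 1 without any difference between states, so only the classes from other states bear on the side of 1. With classes from a state outside the comparison the total sensitivity slopes were below 1 and the H2A.Z sensitivity slopes above 1. With classes from the compared state, where noise raises the slope, of the sensitivity slopes only that of shH2A.Z cells was below 1. The changes at +1 kept their sign in all 5 alternatives each, but relative to the change over all windows the total change with TGF-β was 0.038 instead of -0.015. No paired analysis was possible because each group is 1 matrix pooled by the authors, and for the same reason no replicate could be left out. If the copies at isolated centres hold for whole matrices, depth limits the H2A.Z sensitivity most. The light H2A.Z matrices then amount to 1355093 to 1664574 separate fragments.

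With classes from a state outside the comparison, the total occupancy slope was 0.958 (TGF-β), 0.822 (MCF-10CA1a) and 0.979 (shH2A.Z), the H2A.Z occupancy slope was 1.16 (TGF-β) and 1.03 (MCF-10CA1a) and the total sensitivity slope was 0.927 (TGF-β), 0.722 (MCF-10CA1a) and 0.391 (shH2A.Z). The H2A.Z sensitivity slope was 1.50 (TGF-β) and 1.53 (MCF-10CA1a). With classes from the compared state, the total occupancy slope was 0.968 (TGF-β), 1.07 (MCF-10CA1a) and 1.15 (shH2A.Z), the H2A.Z occupancy slope was 1.14 (TGF-β) and 1.36 (MCF-10CA1a) and the total sensitivity slope was 1.12 (TGF-β), 1.01 (MCF-10CA1a) and 0.933 (shH2A.Z). The H2A.Z sensitivity slope was 2.58 (TGF-β) and 2.79 (MCF-10CA1a). From light matrices alone, the total occupancy slope was 0.802 (MCF-10CA1a) and 0.997 (shH2A.Z) and the H2A.Z occupancy slope was 0.910 (TGF-β) and 0.847 (MCF-10CA1a). From heavy matrices alone, the total occupancy slope was 0.706 (MCF-10CA1a) and 0.791 (shH2A.Z) and the H2A.Z occupancy slope was 1.05 (TGF-β) and 0.928 (MCF-10CA1a).

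With a pseudocount of 0.1 times the mean, the total sensitivity slope was 0.775 (TGF-β), 0.623 (MCF-10CA1a) and 0.317 (shH2A.Z), the H2A.Z sensitivity slope was 0.277 (TGF-β) and 0.266 (MCF-10CA1a) and the total sensitivity at +1 change was -0.032 (TGF-β), 0.054 (MCF-10CA1a) and 0.15 (shH2A.Z). The H2A.Z sensitivity at +1 change was -0.11 (TGF-β) and -0.18 (MCF-10CA1a), the total sensitivity at the TSS change was -0.011 (TGF-β), 0.045 (MCF-10CA1a) and 0.0032 (shH2A.Z) and the H2A.Z sensitivity at the TSS change was -0.071 (TGF-β) and -0.15 (MCF-10CA1a). The share of TSS classes was 16.3% (sensitive) and 21.2% (resistant) and the median at +1 was -1.12 (ribosomal protein genes). With a pseudocount equal to the mean, the total sensitivity slope was 0.853 (TGF-β), 0.641 (MCF-10CA1a) and 0.357 (shH2A.Z), the H2A.Z sensitivity slope was 0.408 (TGF-β) and 0.437 (MCF-10CA1a) and the total sensitivity at +1 change was -0.0016 (TGF-β), 0.032 (MCF-10CA1a) and 0.069 (shH2A.Z). The H2A.Z sensitivity at +1 change was -0.050 (TGF-β) and -0.088 (MCF-10CA1a), the total sensitivity at the TSS change was 0.013 (MCF-10CA1a) and the H2A.Z sensitivity at the TSS change was -0.019 (TGF-β) and -0.040 (MCF-10CA1a). The share of TSS classes was 12.5% (sensitive) and 12% (resistant) and the median at +1 was -0.49 (ribosomal protein genes) and 0.15 (olfactory receptor genes). From ratios of class sums, the total sensitivity slope was 0.915 (TGF-β), 0.658 (MCF-10CA1a) and 0.363 (shH2A.Z) and the H2A.Z sensitivity slope was 0.399 (TGF-β) and 0.400 (MCF-10CA1a). Without the 25% of promoters of lowest occupancy, the total sensitivity slope was 0.829 (TGF-β), 0.645 (MCF-10CA1a) and 0.340 (shH2A.Z), the total sensitivity at +1 change was -0.031 (TGF-β) and 0.13 (shH2A.Z) and the H2A.Z sensitivity at +1 change was -0.11 (TGF-β) and -0.16 (MCF-10CA1a). The total sensitivity at the TSS change was -0.015 (TGF-β), 0.034 (MCF-10CA1a) and -0.031 (shH2A.Z), the H2A.Z sensitivity at the TSS change was -0.056 (TGF-β) and -0.12 (MCF-10CA1a) and the share of TSS classes was 17.4% (sensitive) and 20.4% (resistant).

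With 12 classes, the total sensitivity slope was 0.786 (TGF-β), 0.616 (MCF-10CA1a) and 0.318 (shH2A.Z) and the H2A.Z sensitivity slope was 0.277 (TGF-β) and 0.286 (MCF-10CA1a). From ratios of sums over promoters, the total sensitivity at +1 change was 0.18 (MCF-10CA1a) and 0.30 (shH2A.Z), the H2A.Z sensitivity at +1 change was -0.23 (TGF-β) and -0.34 (MCF-10CA1a) and the total sensitivity at the TSS change was 0.015 (TGF-β), 0.11 (MCF-10CA1a) and 0.0050 (shH2A.Z). The H2A.Z sensitivity at the TSS change was -0.093 (TGF-β) and -0.16 (MCF-10CA1a). With each matrix scaled to the same total, the total sensitivity at +1 change was 0.036 (MCF-10CA1a) and 0.14 (shH2A.Z), the total sensitivity at the TSS change was 0.0032 (TGF-β) and 0.022 (shH2A.Z) and the median at +1 was 0.39 (olfactory receptor genes). With a TSS window of 100 bp, the share of TSS classes was 15.4% (sensitive) and 23.3% (resistant).

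Selection of noise by construction raises a slope when classes come from the compared state and lowers it when they come from MCF-10A. A larger pseudocount pulls log ratios toward 0 by construction. For the other values that moved, the cause was not tested.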

Other observations

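The test of copies was chosen only after the result was seen, and the simulation with a shared ratio, the split of the change between digests, the removal of GC trends from block shifts and the contrast of promoters rich and poor in H2A.Z were added after the slopes or block shifts had been seen.

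The total sensitivity pattern was weaker in shH2A.Z than in MCF-10A cells. Selection of MCF-10A noise by the classes is argued against as the whole cause, because classes from TGF-β-treated cells, which share no library with the comparison, still gave 0.391, and 0.722 in MCF-10CA1a. In MCF-10CA1a, removal of the GC trend of each state moved the slope from 0.722 to 0.881 (0.864 to 0.892). With MCF-10A classes the removal changed little, from 0.629 to 0.650 in MCF-10CA1a and from 0.808 to 0.798 with TGF-β, so how much GC content accounts for depends on the classes. With TGF-β the corresponding slope was 0.927, but it rose to 1.07 (1.05 to 1.08) once the GC trend of each state was removed. Since its side of 1 and of the simulated slopes depends on these choices, a weaker pattern with TGF-β is not established. TGF-β-treated cells are treated MCF-10A cells, so their classes may favour the MCF-10A pattern over that of MCF-10CA1a. Sensitivity fell with GC content by 0.25 per 10 percentage points in MCF-10A total nucleosomes (r across promoters of -0.71, promoters not being independent replicates). This trend, which uses no classes, was 0.822 times as steep with TGF-β and 0.657 times in MCF-10CA1a, which goes with a weaker pattern. Removing the GC trend moved the shH2A.Z slope from 0.391 to 0.593 (0.582 to 0.604), and with MCF-10A classes from 0.324 to 0.431, so GC content is argued against as the whole of the loss. A shallower heavy digest was tested by splitting the change between the digests. The light matrices had a slope of -0.27 (-0.28 to -0.27) on MCF-10A sensitivity and the heavy ones 0.33. An occupancy shift common to both digests moves both slopes, while it changes sensitivity only through the pseudocount. With TGF-β these slopes were 0.15 and 0.22, so the split does not exclude a shallower heavy digest.

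What stays open, besides a shallower heavy digest, is that the light and heavy digests of shH2A.Z cells were closer together in general than those of MCF-10A. The GC trend of shH2A.Z cells was 0.230 times that of MCF-10A, as such a difference would give, whereas single classes shrank unequally, with slopes from 0.227 to 0.654. There is 1 pooled light and heavy pair per state, so digestion and loss of H2A.Z cannot be told apart for this pattern. The shH2A.Z state also differs by transduction and sorting, whose effects were not tested.

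A biological candidate explanation for the rise at +1 in shH2A.Z cells is loss of H2A.Z nucleosomes there. At matched GC content, the rise at 7061 promoters rich in H2A.Z at +1 in MCF-10A exceeded that at 7375 poor ones by 0.31 (0.30 to 0.33). The same contrast was 0.14 (0.13 to 0.16) in MCF-10CA1a and -0.10 (-0.12 to -0.082) with TGF-β. The shH2A.Z contrast has the sign the hypothesis predicted. The MCF-10CA1a contrast has the same sign without the hairpin, so the sign is not specific to the knockdown. A general shrinkage of the pattern would give a difference of the same sign, because rich promoters were lower by 0.69 in MCF-10A to begin with, so the contrast does not remove closer digests as an explanation. Whether H2A.Z was depleted was not measured in these files.

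For H2A.Z sensitivity, the weaker pattern in TGF-β-treated and MCF-10CA1a cells appeared with MCF-10A classes and not with the others. It was predicted that selection of noise alone would give simulated slopes as low as those observed. They were not, with 0.531 to 0.580 against 0.322 and 0.324. With classes from a state outside the comparison the slopes were 1.50 and 1.53, above the 0.988 to 1.02 of matrices simulated without a difference. Neither prediction was met. The GC trend, which uses no classes, was also stronger than the -0.034 per 10 percentage points of MCF-10A, with -0.098 with TGF-β and -0.15 in MCF-10CA1a, 2.90 and 4.36 times as steep. These values go with a stronger pattern in both states and against a weaker one. How much of the low slopes with MCF-10A classes comes from selected noise stays open. The heavy matrices had slopes on MCF-10A sensitivity of -0.54 (-0.55 to -0.50) with TGF-β and -0.52 (-0.55 to -0.46) in MCF-10CA1a, against -0.031 and 0.018 in the light matrices, where again a shift common to both digests is not separated. Per the paper, H2A.Z was immunoprecipitated from the digested chromatin that also served as input. A digestion difference should then steepen both assays. The total GC trend was instead 0.822 (TGF-β) and 0.657 (MCF-10CA1a) times that of MCF-10A. The total slopes with classes from a state outside the comparison were 0.927 and 0.722, the former 1.07 once GC trends were removed. These values argue against digestion alone as the cause of the stronger pattern. Another difference between the libraries stays open, with 1 light and heavy pair per state. If promoters shared 1 ratio per position, the highest simulated slopes were 0.302 and 0.281, somewhat below the observed slopes, but a simulated bound does not exclude that noise around a shared profile makes up most of the pattern. The simulated copies may understate the noise, because they were taken from isolated centres.

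Windows at 0 made up 47.7% to 52.3% of the light H2A.Z matrices. A candidate explanation is that few separate fragments are present in many copies. Isolated centres held at least 10.1 fragments on average in each of these matrices and at most 1.75 in the others, among them the heavy H2A.Z matrices with the same nucleosomes. Library complexity before amplification was not available to test this further, and no biological explanation was tested.

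Occupancy in MCF-10CA1a shifted against MCF-10A in blocks. GC content is argued against as the cause, since the standard deviation of the blocks was 0.312 after removal of the GC trend against 0.323 before. The light and heavy total matrices shared the shifts, with a correlation across blocks of 0.963, and the heavy H2A.Z matrix did so with 0.933, blocks not being independent replicates. Sharing between digests does not exclude a digestion difference. With TGF-β the light and heavy shifts also correlated, with 0.743, at a standard deviation of 0.068. In shH2A.Z cells they correlated with -0.126. A capture difference common to the MCF-10CA1a libraries would be shared as well, so these correlations do not separate it from the genome of the line. Neighbouring blocks correlated with 0.805, against 0.315 with TGF-β and 0.436 in shH2A.Z cells. Blocks counted as shifted passed 0.3 in the same direction in both the light and the heavy total matrix. They numbered 34 upward and 43 downward in MCF-10CA1a, and 0 with TGF-β or in shH2A.Z cells. The light matrix of shH2A.Z cells alone did pass 0.3 in some blocks. It reached -0.41 on chromosome X from 80000001 bp and 0.37 on chromosome 8 from 140000001 bp. On chromosome 18 the light total shifts were 0.036 and 0.17 up to 20000000 bp and -0.95 to -0.84 beyond. A capture difference acting probe by probe would not follow position along chromosomes. These runs of blocks therefore argue against capture as the whole cause. Differences in copy number between the lines may give such runs, which is a hypothesis without DNA data to test it.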
